A study of Mus musculus with 40 samples.

How the data were processed

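Bulk RNA sequencing was done on the right kidneys of 40 male C57BL/6 mice in 8 groups of 5, per the labels. Mice were given sesame oil (vehicle) or TCDD at 0.03, 0.1, 0.3, 1, 3, 10 or 30 µg/kg by oral gavage every 4 days for 28 days, from an age of 30 days to 58 days. RNA was taken from about 100 mg of frozen tissue with TRIzol, all preparations had an RNA integrity number of at least 7, and paired-end reads of 150 bp were sequenced, per the labels' protocols. Each library's group and dose were taken from its labels. The labels give no replicate number, so replicates were numbered within a group in the order of deposition, and these numbers pair no libraries across groups.

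The authors deposited a file of read counts per gene for each library, in the layout of STAR's gene counts, with whole numbers in an unstranded column and in 2 stranded columns. The aligner's version, the genome build and the annotation are stated neither in the labels nor in the files, so no coordinates are given here. The deposited files list 55359 Ensembl mouse gene identifiers, of which 52083 were named with the GENCODE M21 annotation, used for names and for which genes share exonic bases. The 3276 identifiers without a name held a summed 0.663% of the gene counts. The stranded columns held almost equal shares (50.4 to 51.0% sense), so the unstranded column was used, as planned, with the sense column as an alternative. Reads from either strand of overlapping genes are therefore not told apart. Lines that name no gene were left out of library sizes and tests. These held 1.41 to 2.66% unmapped reads, 6.98 to 9.70% reads mapping to several places, 5.28 to 7.27% reads in no feature and 5.41 to 5.98% ambiguous reads per library.

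The authors also deposited a table of the whole series with log2-like values for 26931 genes, whose transformation is not stated in the labels. Its values ranged from 6.67 to 15.76 in the genes looked at. For 12 genes, the values ranked the libraries' genes as the unstranded counts did (lowest Spearman correlation within a library 1.0) and less closely as the sense counts did (lowest 0.910). That table was used only for this check of the count column, and no result comes from it.

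Gene counts summed to 15278423 to 25575317 per library. Levels are given as CPM, gene counts scaled by library size. A gene at or under 3 counts in every library of a group was treated as at the floor, and a fold against it is given as a lower bound. Reads carry no molecular identifiers here, so count-based precision covers counting error only. Replicates of a group were compared first. The chi-square statistic per degree of freedom of the 80 replicate pairs ran from 7.34 to 87.9, so no pair agreed within sampling noise, and each library was counted as its own replicate.

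The comparisons were computed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with edgeR's filterByExpr by group, which left 17345 genes, and scaled with TMM factors (0.966 to 1.09). The main test was edgeR's quasi-likelihood F-test with robust estimation, fitted to all 40 libraries with 8 groups and no covariates. Each dose was contrasted with vehicle, and a further fit tested a trend over the dose rank from 0 (vehicle) to 7 (30 µg/kg). Adjusted p-values are Benjamini-Hochberg values over all genes within a comparison, and a gene was called when this was under 0.05. Fold changes used a prior count of 0.125. Standard errors were derived from the fold change and its F statistic. CPM values were scaled with the TMM factors, and log2 CPM used a prior count of 2. The biological coefficient of variation was 17.1%.

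Gene sets were tested with limma's camera with a preset correlation of 0.01 between genes, and again with fry and with camera's estimated correlation. The 24 sets were written down before the counts were available. They covered the AhR battery, NRF2 targets, PPARA targets of fatty acid oxidation, androgen-responsive kidney genes, cholesterol synthesis, vitamin D and calcium, the circadian clock, tubular injury, fibrosis, macrophages and inflammation, endothelium, podocytes, the S1-S2 and S3 proximal tubule, the thick ascending limb, the distal convoluted tubule, collecting duct principal cells, intercalated cells, and fat, adrenal cortex, liver, pancreas, red blood cells and skeletal muscle. Members came from general knowledge of these genes, not from these data. Sets share members: S3 and androgen-responsive genes 3, S1-S2 and androgen-responsive genes 1, the AhR battery and NRF2 targets 1, tubular injury and NRF2 targets 1, S1-S2 and vitamin D 1, and the distal convoluted tubule and vitamin D 3. A further 7 lists were written after the main results had been seen and are used only in the closing section: interferon response, macrophage cell markers, adipocytes, abundant liver transcripts, immediate early genes, thermogenic genes and further adrenal genes.

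Named genes followed a rule with 3 parts. The first is a fixed list of 12 genes (Cyp1a1, Cyp1a2, Cyp1b1, Ahrr, Tiparp, Nqo1, Aldh3a1, Ugt1a6a, Ahr, Arnt, Havcr1 and Lcn2). The next is the 5 genes outside the fixed list with the largest rise and the 5 with the largest fall at 30 µg/kg. These came from called, named protein-coding genes with a mean of at least 1 CPM in the higher group. All 5 treated libraries also had to lie beyond all 5 vehicle libraries. The last is the 3 genes with the lowest p for the dose trend in each direction that were not already chosen. Genes named outside this rule are said to be so where they appear. The main design, the listed alternatives, the 24 sets and the rule for named genes were fixed before the data were examined.

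The alternatives were RLE factors, all genes with at least 1 count, genes with at least 1 CPM in at least 5 libraries, the sense count column, the set of sample titles (1 to 27 against 28 to 53) as a covariate, the first surrogate variable of svaseq (sva 3.50.0), DESeq2 1.42.0, fits to the 10 libraries compared, a fold change of at least 1.5, dose on a linear or log10 scale, leaving out the 30 µg/kg group, leaving out the 2 libraries of 10 µg/kg with a suffix in their deposited names, and leaving out each library in turn. A covariate for the balance of medulla against cortex genes was added after seeing the data. It was run first with Kap among its S1-S2 genes and then without, because Kap also belongs to the androgen-responsive set, and the version without Kap is reported. Comparisons that share the vehicle libraries were set beside 20 simulated datasets with unchanged groups. For each dose, 100 of the ways to split its 10 libraries into 2 groups of 5 were drawn and fitted, the real one included. Figures and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

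The procedure was tested on simulated counts drawn for the 17345 genes, with 200 genes changed. Each design was drawn once, with genes independent and the same spread in every group. The test therefore cannot show false calls from a wider spread in 1 group, from outlying libraries or from correlated genes. The edgeR test recovered 35.8% of genes changed by 0.5 on the log2 scale, 79.1% at 1 and 90.9% at 2, with 4.86% false calls among all calls and 0 in the wrong direction. In a contrast with no changed genes it made 0 calls. Over all changed genes edgeR recovered 68.5%, DESeq2 71% with 9.55% false calls, and edgeR with a surrogate variable 68.5% with 3.52% false calls. The trend test recovered 87.9% with 2.79% false calls. Camera put a set of changed genes past the threshold and a set of unchanged genes not past it.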

Results

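TCDD (2,3,7,8-tetrachlorodibenzo-p-dioxin) is a persistent ligand of the aryl hydrocarbon receptor (AhR), a transcription factor that induces Cyp1a1 and other genes of foreign-compound metabolism. Transcript levels were measured in the kidneys of male mice after 28 days of repeated gavage with vehicle or 1 of 7 TCDD doses, with 5 mice and 5 libraries per group. The design asks at which dose kidney transcripts change and how the changes grow with dose. Total gene counts per library ranged from 15278423 to 25575317. The mitochondrial share ran from 7.31 to 11.3%, and the 10 most abundant genes held 12.1 to 16.5% of the counts. For 6 technical measures compared with vehicle at each of 7 doses, the lowest of the 42 two-sided exact permutation p-values was 0.0238, for the share of reads in no feature at 30 µg/kg (adjusted p = 0.807). With 5 libraries against 5 such a p cannot be under 0.00794, which is 0.333 after adjustment if 1 test reaches it, so a difference in a single measure at a single dose could not have passed 0.05.

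In a principal component analysis of log2 CPM, PC1 held 12.9% and PC2 6.67% of the variance. The 30 µg/kg libraries lay at PC1 scores from -67.2 to -21.7, and the vehicle libraries from -0.9 to 23.5. Libraries within a group also differed. On PC2, vehicle replicates 1 and 2 lay at 34.7 and 34.9 and the other vehicle replicates at 10, 14 and 4.4. At 30 µg/kg, replicate 3 lay at 58.8 and replicate 1 at -16.4.

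**Figure D1:**
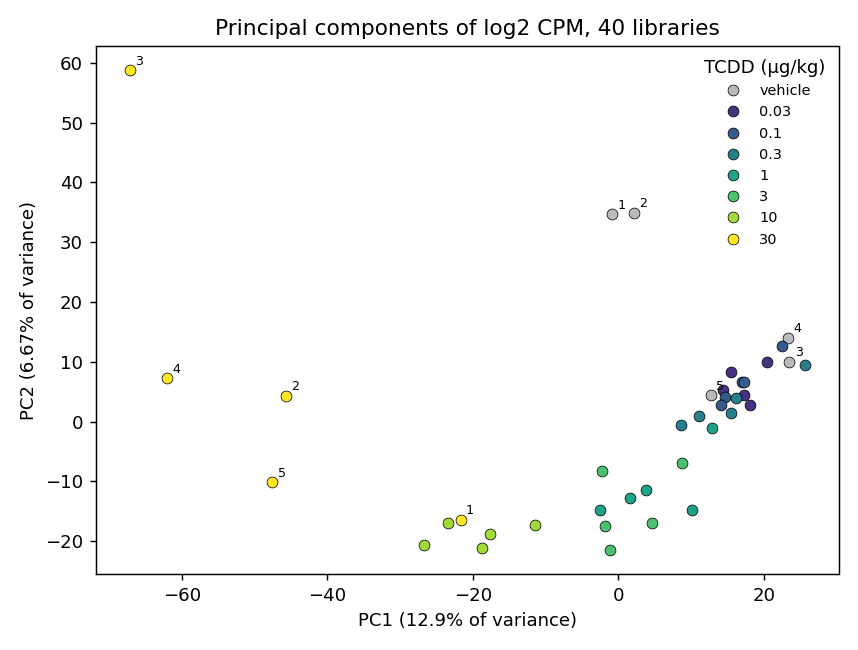
Scores of the 40 libraries on PC1 (12.9% of variance) and PC2 (6.67%), with points coloured by TCDD dose in µg/kg and replicate numbers beside the vehicle and 30 µg/kg libraries. The 30 µg/kg libraries lie at PC1 from -67.2 to -21.7, and vehicle replicates 1 and 2 lie apart from the other vehicle libraries on PC2.

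Each dose was compared with vehicle over 17345 genes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. At 0.03 µg/kg, 0 genes were called and 983 had an unadjusted p under 0.05, where 867 are the number that chance gives. At 0.1 µg/kg, 0 genes were called and 960 had an unadjusted p under 0.05. The only gene called at 0.3 µg/kg was Cyp1a1. At 1 µg/kg, 89 genes were called, 88 higher and 1 lower. The lower gene was Suox, named after its value was seen, with a log2 fold change of -0.41 (edgeR adjusted p = 0.0338). Its call rested on single libraries. At this dose 0 genes were called lower without vehicle replicate 1 or 2, or without replicate 2 or 4 of the dose. The other fits that left out a library called at least 1 gene lower. The number was 189 at 3 µg/kg (178 higher, 11 lower), 836 at 10 µg/kg (663 higher, 173 lower) and 2766 at 30 µg/kg (1456 higher, 1310 lower). The alternative that moved the count at 30 µg/kg most was the fit to the 10 libraries of these 2 groups alone, with 969 genes (631 higher, 338 lower). The main fit uses 1 estimate of the spread per gene for all groups, and replicates differed more at 30 µg/kg than at 10 µg/kg. The 2766 calls and their p-values may therefore rest on too small a spread. The count at 3 µg/kg rested in part on 1 library, since it was 119 without replicate 5 of that dose. Along the dose rank, 3439 genes had a trend, 1906 rising and 1533 falling. Without the 30 µg/kg group the trend test called 1399 genes.

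**Figure D2:**
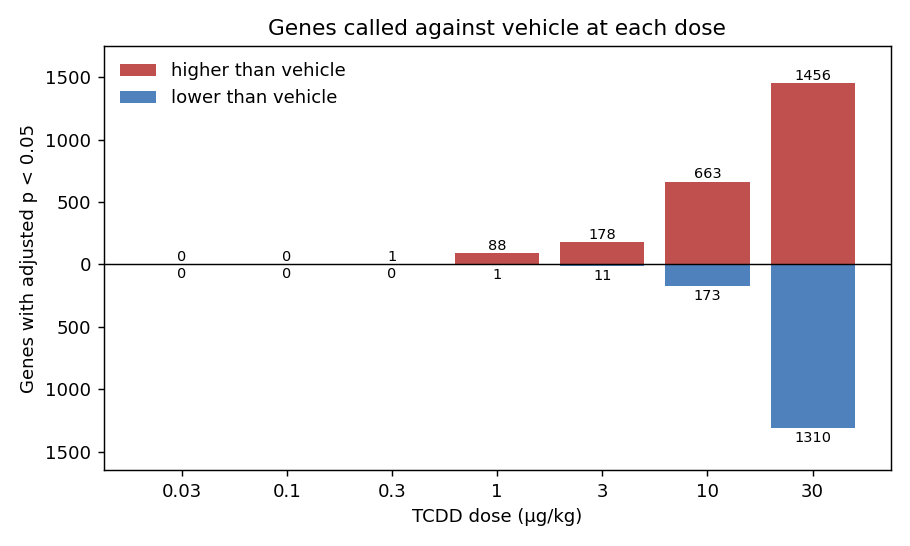
Number of genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg) at each TCDD dose in µg/kg, with bars above 0 for genes higher than vehicle and below 0 for genes lower. Higher genes outnumbered lower ones by 178 to 11 at 3 µg/kg and by 1456 to 1310 at 30 µg/kg.

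Over the 7 doses, 2931 genes were called at least once. The lowest dose at which a gene was called was 0.3 µg/kg for 1 gene, 1 µg/kg for 88, 3 µg/kg for 107, 10 µg/kg for 650 and 30 µg/kg for 2085. Of all called genes, 165 were called at a lower dose and not at 30 µg/kg. Of the 836 genes called at 10 µg/kg, 679 (81.2%) were called in the same direction at 30 µg/kg and 0 in the opposite one, where 133 shared calls would come from independent lists. These comparisons share the vehicle libraries. Across genes, which are not independent replicates, the log2 fold changes at 30 µg/kg correlated with those at 0.03, 0.1, 0.3, 1, 3 and 10 µg/kg with Pearson r of 0.248, 0.249, 0.307, 0.442, 0.49 and 0.702. Simulated unchanged groups against shared controls gave a mean r of 0.498 (0.471 to 0.54). They called 0 genes in any comparison, so they give no value to set beside the 679 shared calls. Only the r at 10 µg/kg lay above that range. The share of genes with the same sign as at 30 µg/kg was 57.9, 57.7, 58, 62.7, 63.8 and 74.5% from 0.03 to 10 µg/kg. The simulation gave a mean of 66.7%. Doses with 0 or 1 calls thus lay under the simulated r and share. The simulated groups were unchanged and genes were drawn independently, so the simulated range is no firm bar for these data. Values under the simulated ones at 1 and 3 µg/kg therefore do not show that agreement is absent. The r above the range at 10 µg/kg is by itself no test of agreement. Of the genes called there, 84 of 89 at 1 µg/kg and 171 of 189 at 3 µg/kg were called in the same direction at 30 µg/kg.

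Genes of the AhR battery fixed in advance were reported at every dose. Cyp1a1 (ENSMUSG00000032315) was at 2.37 ± 1.25 CPM in vehicle (SD, n = 5) and at 2.16 ± 1.07 CPM at 0.03 µg/kg. It rose to 5.51 ± 1.11 CPM at 0.1 µg/kg, 24.7 ± 6.37 at 0.3, 99.4 ± 12.1 at 1, 294 ± 58.7 at 3, 1569 ± 147 at 10 and 2537 ± 436 at 30 µg/kg. The log2 fold change at 0.1 µg/kg was 1.23 ± 0.29 (SE), with 4 of 5 libraries above all vehicle libraries. Its edgeR adjusted p was 0.877 over all genes and 0.00192 over the list alone. At 0.3 µg/kg the log2 fold change was 3.38 ± 0.26 (edgeR adjusted p = 4.79e-10), and at 30 µg/kg it was 10.07 ± 0.30 (edgeR adjusted p = 2.58e-22). For the 12 fixed genes, the number called over all genes was 0, 0, 1, 2, 5, 5 and 8 from 0.03 to 30 µg/kg. Adjusted over the list alone it was 0, 1, 2, 5, 5, 7 and 9.

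The other fixed genes were called over all genes from different doses up, and adjustment over the list alone moved some of these doses lower. Over the list, Aldh3a1 passed at 0.3 µg/kg (edgeR adjusted p = 0.0335). Cyp1b1, Ahrr and Nqo1 passed at 1 µg/kg (0.006, 0.019 and 0.022), and Tiparp and Cyp1a2 at 10 µg/kg (0.0194 each). The doses that follow are those of calls over all genes. Aldh3a1 (ENSMUSG00000019102) was called from 1 µg/kg up, and rose from 0.997 ± 0.298 CPM in vehicle to 7.08 ± 1.71 CPM at 30 µg/kg. Cyp1b1 (ENSMUSG00000024087), Ahrr (ENSMUSG00000021575) and Nqo1 (ENSMUSG00000003849) were called from 3 µg/kg up. At 30 µg/kg their log2 fold changes were 3.03 ± 0.15, 3.88 ± 0.38 and 1.80 ± 0.16 (SE). Tiparp (ENSMUSG00000034640) was called at 30 µg/kg alone, with a log2 fold change of 0.58 ± 0.10 (edgeR adjusted p = 2.37e-05). Ugt1a6a (ENSMUSG00000054545) was also called at 30 µg/kg alone, at 0.83 ± 0.29 (edgeR adjusted p = 0.0436), and lost the call in 4 other settings and in 6 of the 10 fits that left out a library. Its exons share 50.3% of their bases with other genes of the Ugt1a locus on the same strand, so its counts are uncertain. Cyp1a2 (ENSMUSG00000032310) was called at no dose. It was at 0.151 ± 0.185 CPM in vehicle and 1.17 ± 0.43 CPM at 30 µg/kg, with all 5 libraries above all vehicle libraries and a log2 fold change of 2.95 ± 1.25 (edgeR adjusted p = 0.113 over all genes and 0.0331 over the list alone). It gained the call in 2 other settings, and its trend over the dose rank had an edgeR adjusted p of 0.00136. Its mean at 10 µg/kg, 1.55 ± 2.69 CPM, rested on replicate 5 with 6.33 CPM, while the median of the others was 0.320 CPM. Ahr (ENSMUSG00000019256) and Arnt (ENSMUSG00000015522), which encode the receptor and its partner, were called at no dose, with log2 fold changes at 30 µg/kg of 0.000 ± 0.15 and 0.10 ± 0.09.

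Havcr1 and Lcn2 are transcripts used as markers of tubular injury. Havcr1 (ENSMUSG00000040405) was called at no dose and stood at 1.24 ± 0.721 CPM in vehicle and 0.763 ± 0.693 CPM at 30 µg/kg (edgeR adjusted p = 0.444). Lcn2 (ENSMUSG00000026822) was called at 30 µg/kg alone, at 4.67 ± 2.28 CPM against 1.76 ± 0.723 CPM in vehicle, with 3 of 5 libraries above all vehicle libraries (edgeR adjusted p = 0.00119).

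**Figure D3:**
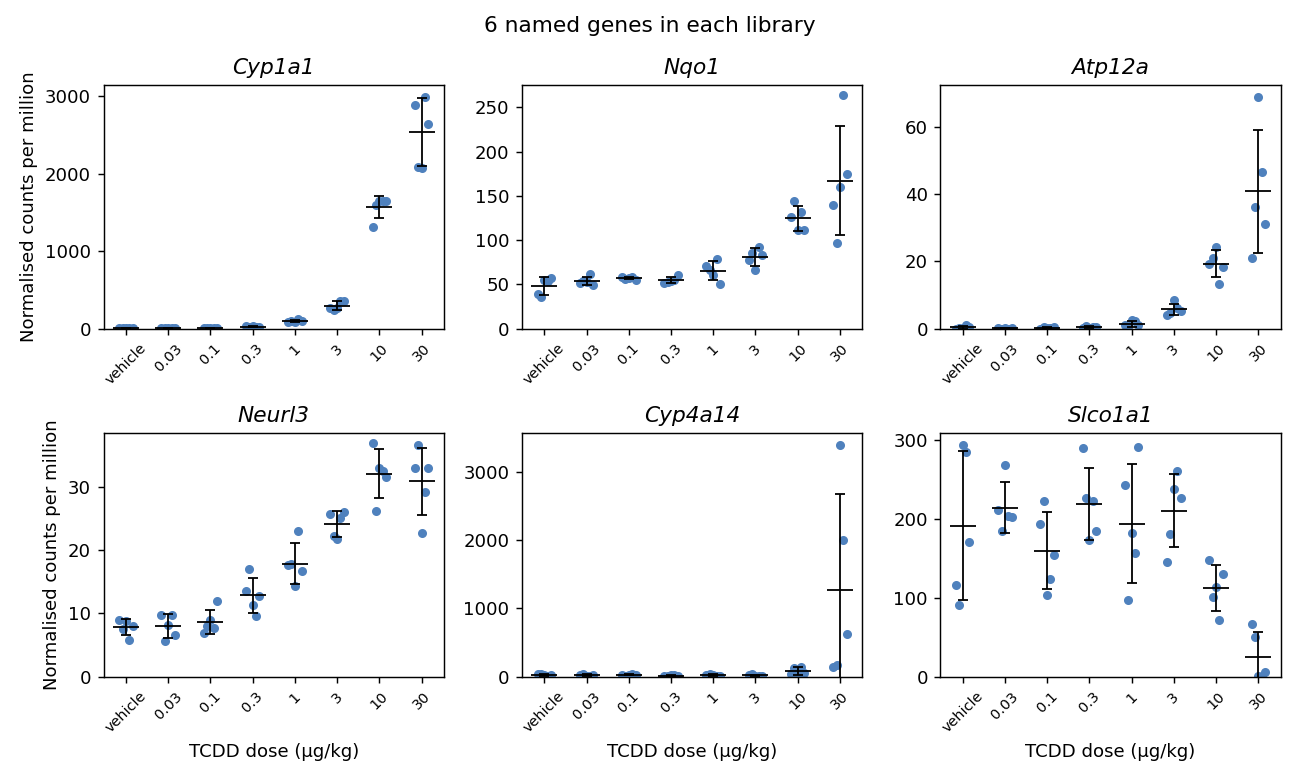
Normalised CPM of Cyp1a1, Nqo1, Atp12a, Neurl3, Cyp4a14 and Slco1a1 in each library (points) by TCDD dose in µg/kg, with the mean and SD of each group of 5 in black on linear axes starting at 0. Cyp1a1 rises at successive doses from 0.1 µg/kg up, while Cyp4a14 at 30 µg/kg ranges from 141 to 3393 CPM between libraries.

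At 30 µg/kg, 516 higher and 398 lower genes met the rule for named genes. Outside the fixed list, whose Cyp1a1 rose more, the 5 with the largest rises were Atp12a, Gbp2b, Cyp4a14, Ugt1a10 and Elovl3. Atp12a (ENSMUSG00000022229) rose from 0.320 ± 0.365 to 40.7 ± 18.3 CPM (log2 fold change 7.08 ± 0.54, edgeR adjusted p = 3.17e-11) and was called from 3 µg/kg up. Gbp2b (ENSMUSG00000040264) was at the floor in vehicle and at least 14.7-fold higher at 30 µg/kg, and was called from 1 µg/kg up. Cyp4a14 (ENSMUSG00000028715) rose from 26.1 ± 11.2 to 1267 ± 1409 CPM, with all 5 libraries above vehicle but from 141 to 3393 CPM. Ugt1a10 (ENSMUSG00000090165) rose from 0.755 ± 0.350 to 28.8 ± 21.1 CPM, and shares 64.3% of its exonic bases with other genes of the Ugt1a locus, so its counts are uncertain. Elovl3 (ENSMUSG00000038754) was at the floor in vehicle and at least 18.8-fold higher.

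The 5 with the largest falls were each called at 30 µg/kg alone. Gm8947 (ENSMUSG00000114943) fell from 1.36 ± 0.821 to 0.0642 ± 0.0881 CPM, and Smcp (ENSMUSG00000074435) from 4.40 ± 2.15 to 0.336 ± 0.586 CPM. Replicate 1 held 1.36 CPM of Smcp, and without it the log2 fold change was -5.69 in place of -3.73. Slco1a1 (ENSMUSG00000041698), a transporter gene, fell from 191 ± 93.9 to 24.8 ± 31.4 CPM (log2 fold change -2.95 ± 0.60, edgeR adjusted p = 0.000617). Pzp (ENSMUSG00000030359) fell from 40.9 ± 13.7 to 5.54 ± 6.48 CPM, and Slc13a5 (ENSMUSG00000020805) from 2.21 ± 0.564 to 0.340 ± 0.395 CPM. In the fit to the 10 libraries alone Slco1a1 and Pzp were not called, with edgeR adjusted p of 0.183 and 0.0786.

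Among genes not already chosen, those with the lowest trend p in each direction had smaller and more even changes. Neurl3 (ENSMUSG00000047180) rose from 7.83 ± 1.23 CPM in vehicle to 12.9 ± 2.78 at 0.3, 17.9 ± 3.19 at 1, 24.2 ± 2.03 at 3, 32.1 ± 3.85 at 10 and 30.9 ± 5.30 CPM at 30 µg/kg, and was called from 1 µg/kg up. Lcp1 (ENSMUSG00000021998) was also called from 1 µg/kg up, and Emcn (ENSMUSG00000054690) from 3 µg/kg up. Their log2 fold changes at 30 µg/kg were 0.82 ± 0.08 and 0.74 ± 0.08. Btnl9 (ENSMUSG00000040283) and Fcamr (ENSMUSG00000026415) were called lower from 3 µg/kg up and Klk1 (ENSMUSG00000063903) from 10 µg/kg up. Fcamr was lower than vehicle at each dose under 3 µg/kg as well, by 0.35 to 0.45 on the log2 scale without passing the threshold. At 30 µg/kg their log2 fold changes were -1.58 ± 0.17, -0.97 ± 0.13 and -1.05 ± 0.09.

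Of 24 gene sets tested at 30 µg/kg with camera, 16 passed an adjusted p of 0.05. The AhR battery was higher (adjusted p = 2.44e-20, 14 of 19 genes called higher, median log2 fold change 0.71). Of the other settings, the estimated correlation moved it most, to an adjusted p of 5.78e-08. Other sets that were higher were NRF2 targets (8.21e-12), PPARA targets (2.51e-11), macrophages and inflammation (1.75e-10), endothelium (2.59e-09), tubular injury (2.39e-06), fibrosis (0.000952), podocytes (0.00202) and liver (0.00705). Sets that were lower were androgen-responsive kidney genes (5.69e-13, 14 of 17 genes called lower), S3 proximal tubule (4.88e-06), cholesterol synthesis (3.35e-05), distal convoluted tubule (0.0142), vitamin D and calcium (0.0142), red blood cells (0.0317) and collecting duct principal cells (0.0355). With an estimated correlation the calls that held were the AhR battery, NRF2 targets (0.00438), tubular injury (0.00185), endothelium (0.012), macrophages and inflammation (0.0149) and androgen-responsive genes (0.0252). Fry asks whether a set's genes changed at all, and not whether they changed more than other genes as camera does. Under fry all of the 16 passed except red blood cells (0.0813). The circadian clock passed under fry (0.00168) but not under camera, and so did pancreas, with 1 gene tested (0.047 under fry and 0.326 under camera). Sets not past the threshold under camera were also S1-S2 proximal tubule (0.829), thick ascending limb (0.534), intercalated cells (0.837), fat (0.0996), adrenal cortex (0.909) and skeletal muscle (0.712).

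The sets differed in the dose at which their medians moved. The macrophage and inflammation set had a median log2 fold change of 0.23 at 0.3 µg/kg, 0.76 at 1, 0.90 at 3, 1.36 at 10 and 1.29 at 30 µg/kg. The AhR battery had medians of 0.24, 0.26, 0.53 and 0.71 from 1 to 30 µg/kg. Androgen-responsive genes had medians of 0.07 at 3, -0.20 at 10 and -0.86 at 30 µg/kg, with 0 genes called below 30 µg/kg. PPARA targets had medians of -0.02, 0.23 and 0.94 at 3, 10 and 30 µg/kg, with 0, 1 and 14 of 20 genes called higher. Differences between sets were not themselves tested.

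**Figure D4:**
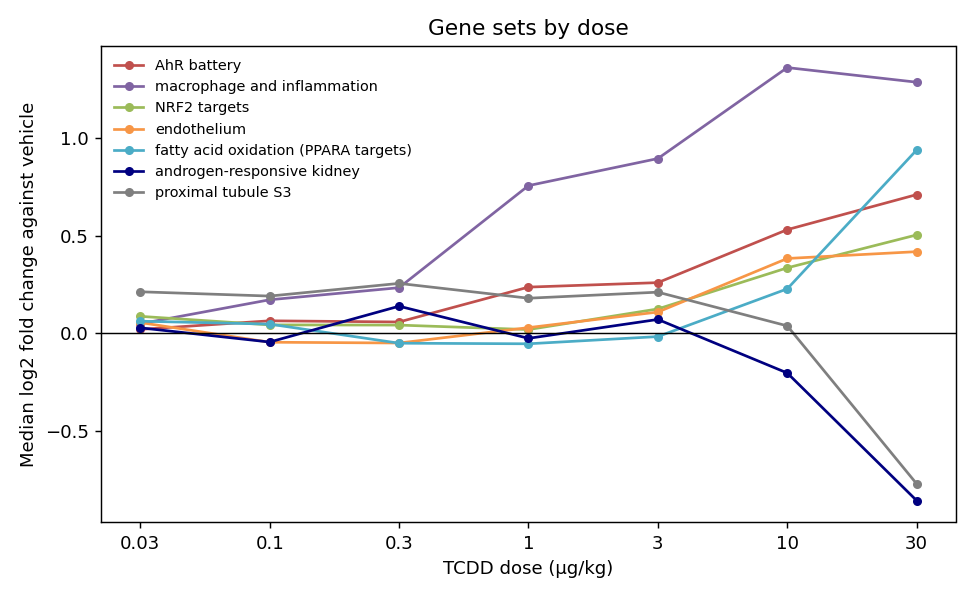
Median log2 fold change against vehicle of the genes of 7 sets at each TCDD dose in µg/kg, with a line for each set. The macrophage and inflammation set reaches 0.76 at 1 µg/kg, while the androgen-responsive set is at -0.20 at 10 µg/kg and -0.86 at 30 µg/kg.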

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

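The explanations tested in this part by splits of the libraries were set out before their values were looked at, although most of the split runs had already finished, and no other test was run on the single values given here. In each group of 5 libraries, the highest or lowest value was compared with its neighbour for the named genes and for the total counts, and 15 of 227 groups held a value set apart by more than 0.71 of the group's range. Chance alone gives about 11, so the number carries little weight, and no biological explanation was tested for any of these values.

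Most of them were single values of genes with low counts. Cyp1a1 was at 4.02 CPM in replicate 4 at 0.03 µg/kg, against a next value of 2.04 CPM. Cyp1a2 was at 2.29 CPM in replicate 4 at 0.3 µg/kg and at 6.33 CPM in replicate 5 at 10 µg/kg, against next values of 0.175 and 0.769 CPM. Ahrr was at 2.54 CPM in replicate 2 at 0.3 µg/kg and Aldh3a1 at 0.882 CPM in replicate 3 at that dose. Ugt1a6a was at 4.30 CPM in replicate 5 at 0.1 µg/kg, with the shared exons of its locus as a limit. Gm8947 was at 5.21 CPM in replicate 2 at 0.3 µg/kg, and Smcp at 1.36 CPM in replicate 1 at 30 µg/kg.

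Values of more abundant genes set apart were Cyp1a1 at 1309 CPM in replicate 1 at 10 µg/kg (next value 1595), Arnt at 57.2 CPM in replicate 3 at 30 µg/kg (next 47.3), Fcamr at 27.8 CPM in replicate 2 at 30 µg/kg (next 17.5) and Klk1 at 1908 CPM in replicate 4 at 0.03 µg/kg (next 1684). Total gene counts set apart were 22.7 M (mega) in replicate 2 at 0.1 µg/kg, 20.3 M in replicate 1 at 1 µg/kg and 24 M in replicate 5 at 30 µg/kg. No library held more than 2 of the 15 values. Replicate 4 at 0.03 µg/kg and replicate 2 at 0.3 µg/kg each held 2.

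The counts of called genes were set against other splits of the same 10 libraries, 100 splits being drawn with the real one included and each fitted to those 10 libraries alone. At 0.03 and 0.1 µg/kg, where 0 genes were called, all 100 splits gave at least as many. A count of 0 makes that certain, so the splits decide nothing at these doses. At 0.3 µg/kg, 6 of the 100 splits gave at least 1 call, so the count of 1 does not stand apart from regrouping, although the gene called was Cyp1a1. At 1, 3, 10 and 30 µg/kg, 1 of the 100 splits, the real one, gave as many calls, and 1 of 100 shuffles of the dose labels, the real order, gave as many genes with a trend.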

How the results depend on the processing

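The counts at 1, 3, 10 and 30 µg/kg, the trend, the overlap and the AhR battery result stayed within 1.5 times their value, or on their side of the threshold, in the settings not named here. With DESeq2, 7 genes in place of 0 were called at 0.03 µg/kg and 3 in place of 1 at 0.3 µg/kg. The 7 include Fos, Fosb and Egr1, which were high in a single library. On 1 set of simulated counts, to which no outlying library was added, DESeq2 made 9.55% false calls and edgeR 4.86%. The medulla against cortex score, chosen after seeing the data, gave 2 calls in place of 1 at 0.3 µg/kg, with Shroom3 beside Cyp1a1, and the cause was not tested. Without the 30 µg/kg group the trend test called 1399 genes, a fit with fewer libraries and without the highest dose. The fit to only the 10 libraries of 2 groups called 113 genes at 3 µg/kg, 866 at 10 µg/kg and 969 at 30 µg/kg (631 higher, 338 lower). Replicate pairs had a chi-square per degree of freedom of 25.3 to 87.9 at 30 µg/kg, 8.07 to 17.7 at 10, 7.76 to 23.5 at 3 and 7.34 to 37.8 in vehicle. The main fit uses 1 estimate of the spread per gene for all groups, so it can understate the spread at 30 µg/kg and give too many calls there. Why the count fell at 3 and 30 µg/kg and not at 10 µg/kg was not tested. Asking also for a fold change of at least 1.5 left 530 genes at 10 µg/kg (495 higher, 35 lower), 1276 at 30 µg/kg (888 higher, 388 lower) and an overlap of 414 by construction. The near balance of higher and lower genes at 30 µg/kg therefore depends on the threshold and on the libraries fitted.

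Leaving out each library in turn gave from 0 to 1 genes at 0.03 µg/kg (Acadm, without vehicle replicate 3), 0 at 0.1 µg/kg, 1 at 0.3 µg/kg, 64 to 105 at 1 µg/kg, 119 to 199 at 3 µg/kg, 578 to 893 at 10 µg/kg, 2014 to 3275 at 30 µg/kg, 2767 to 3601 for the trend and 497 to 752 for the overlap, the overlap fits being chosen after seeing the data. The low of 119 came without replicate 5 at 3 µg/kg. The AhR battery kept an adjusted p under 0.05 in every setting where it was tested, the highest being 5.78e-08 with an estimated correlation. It had 4.73e-13 without Cyp1a1, Cyp1a2 and Cyp1b1, and was not tested in the fit to 10 libraries alone.

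Ahr had a log2 fold change of 0.000 at 30 µg/kg, and its sign turned with RLE factors (-0.001), all genes with at least 1 count (-0.004), the surrogate variable (-0.027), the medulla against cortex score (-0.001), the 10 libraries alone (-0.001) and in 5 of the 10 fits that each left out 1 library (-0.077 to 0.095 over the 10). With the surrogate variable, Arnt was at -0.024 and Havcr1 at 0.228, and the cause was not tested. None of these values was past the threshold. The surrogate variable was at 0.01, -0.34, -0.673, -0.302 and -0.11 in replicates 1 to 5 at 30 µg/kg. In vehicle replicates 1 and 2 it was at -0.276 and -0.222, and in the other vehicle libraries from 0.058 to 0.112. It overlaps in part with the 30 µg/kg group, so adding it may remove part of a TCDD effect. Of 531 values of named genes over all settings, 505 kept their direction and side of the threshold, 12 lost the threshold, 2 gained it and 12 turned sign.

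Among the sets chosen for this check after seeing the data, NRF2 targets, tubular injury, endothelium, macrophages and inflammation and androgen-responsive genes stayed past the threshold in all 9 settings and 10 fits without a library. No set was tested in the fit to the 10 libraries of the 2 groups alone. The fits without a library still used 1 estimate of the spread per gene for all groups. The S3 set lost the call with the surrogate variable (0.0878) and with an estimated correlation. Red blood cells lost it in 4 of 9 settings and 3 of 10 such fits, collecting duct principal cells in 2 of 9 settings and 4 of 10 fits, and the distal convoluted tubule in 1 of 9 settings and 1 of 10 fits (0.0635 without vehicle replicate 2). No scaling moved the median of all genes by more than 0.1 on the log2 scale.

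No paired analysis was possible because the labels give no replicate number shared across doses, and the numbers used here follow the order of deposition. Depth limits the genes under about 1 CPM, such as Cyp1a2 in vehicle, where few counts leave the fold change uncertain.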

Other observations

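Every test in this part was chosen only after the result it bears on had been seen, and the further gene lists were written then as well. Genes singled out here outside the naming rule were chosen after their values were seen.

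The calls at 1 µg/kg were rich in genes of the interferon response. Of 27 genes on this list, 24 were called higher at 1 µg/kg and 27 at 3, 10 and 30 µg/kg each, with 0 called at 0.3 µg/kg. At 1 µg/kg, 2 genes of the AhR battery were called, Cyp1a1 and Aldh3a1. The list shares 3 genes with the macrophage and inflammation set. The list's median log2 fold change was 0.30 at 0.3 µg/kg, 1.27 at 1, 1.35 at 3, 1.57 at 10 and 1.08 at 30 µg/kg. Since the list was drawn up from this pattern, these numbers describe it and do not test it. The macrophage cell markers, 14 genes of which 8 are also in the macrophage and inflammation set, had medians of 0.72, 0.85, 1.20 and 1.18 at 1, 3, 10 and 30 µg/kg, with 4, 9, 13 and 12 genes called higher. More immune cells, more interferon signalling in the same cells and a shared infection or housing difference are all open, because the labels name no cage and no cell type was measured.

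From 1 to 30 µg/kg the interferon list had a median change of -0.14, with 2 genes called lower, and the camera p was 0.0232 with the preset correlation and 0.512 with an estimated one. Over the 10 fits that each left out 1 library of these doses, p ran from 0.000238 to 0.719. The highest came without replicate 3 at 30 µg/kg, and it was also above 0.05 without replicates 1 (0.0731) and 2 (0.099) at 1 µg/kg, so the fall may rest on single libraries. The macrophage markers rose by a median of 0.426 from 1 to 30 µg/kg, with 6 of the 14 called higher and 0 lower. Their camera p was 0.000356 with the preset correlation, 1.92e-06 to 0.00703 over the same 10 fits, and 0.103 with an estimated correlation, with the direction up in every fit. Fewer macrophages at the highest dose are therefore argued against as the cause of the fall, while whether macrophages increased further stays open.

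Libraries of a group differed in the S3 proximal tubule score, the mean log2 CPM of the set. Vehicle replicates 1 to 5 scored 7.60, 7.74, 8.82, 8.85 and 8.72, and the 30 µg/kg replicates 8.47, 7.86, 6.58, 7.43 and 7.61. S3 and the thick ascending limb lie deeper in the kidney than the S1-S2 segments, so pieces with different shares of cortex and medulla are a candidate explanation. Across the 40 libraries, as deviations from group means, the S3 score rose with the thick ascending limb score (Pearson r = 0.719, permutation p = 0.00659, adjusted over 3 relations 0.0198). Spearman's rho was 0.477 (permutation p = 0.017), and r was 0.681 without the 2 libraries farthest out, both at 30 µg/kg. Over the 35 libraries without the 30 µg/kg group r was 0.773 (adjusted permutation p = 0.0236), and 0.596 without vehicle replicates 1 and 2, the farthest out there. In the same fit S1-S2 genes gave r = -0.745 (permutation p = 0.0831 before adjustment) and collecting duct genes r = 0.229 (permutation p = 0.362), neither past the threshold. The score fell with that of S1-S2 genes other than Kap without passing the threshold (r = -0.594, permutation p = 0.0626, adjusted 0.0904, rho = -0.209, permutation p = 0.328), with r = -0.443 without those 2 libraries. Collecting duct genes gave r = 0.473 (permutation p = 0.0904, adjusted 0.0904, rho = 0.0735, permutation p = 0.712), and 0.103 without those 2 libraries. Each test drew 100000 resamples within groups, two-sided. Part of what the explanation needs is there and part is not, so it cannot be told apart from other causes with these sets. A vehicle mouse that had been given at least 0.3 µg/kg is argued against, since the highest Cyp1a1 value of the vehicle libraries was 4 CPM and the lowest from 0.3 µg/kg up was 13.9 CPM.

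The fall of androgen-responsive genes at 30 µg/kg shares 3 genes with the S3 set. With the medulla against cortex score in the model, the set kept a camera adjusted p of 5.39e-12, with a range from 5.2e-20 to 0.0252 over its 9 other settings. A shift in the balance this score measures is therefore argued against as the whole cause, although the score may carry a TCDD effect. The score is built from thick ascending limb, collecting duct and S1-S2 genes and holds no S3 genes. A changed share of S3 tissue therefore stays open. The fall was uneven between mice. Slco1a1 was at 66.9, 50, 0.678, 1.01 and 5.39 CPM in replicates 1 to 5 at 30 µg/kg, and Cyp2j13 at 228, 242, 16.3, 16.1 and 26.6 CPM. Cyp4a14, a PPARA target, was at 141, 171, 3390, 2000 and 623 CPM in the same libraries. Lower androgen levels or reduced feeding in some mice are hypotheses that no value here tests, since neither hormone levels nor body weights are analysed here.

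Carried-over liver was tested as a source of the PPARA targets at 30 µg/kg. Of 9 abundant liver transcripts, 5 of them also in the liver set, 0 rose by as many CPM as Cyp4a14, whose mean rose by 1240 CPM. Alb went from 7.41 to 4.79 CPM and Ttr from 122 to 68.2 CPM, and the list's median log2 fold change was 0.29, with Ambp, Apoc1 and Apoc3 called higher and Ttr called lower. The liver set of the report was higher as a whole, with Fgb at 1.14, 4.98, 43.8, 12.5 and 7.1 CPM in replicates 1 to 5 at 30 µg/kg, but Alb, the most abundant transcript of liver, stayed under 10 CPM in each of them. These values argue against liver tissue as the source of Cyp4a14. The PPARA set passed with the preset correlation and not with an estimated one (adjusted p = 0.103), so a PPARA response in kidney stays a hypothesis.

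Ucp1, a gene of brown fat, was called at 10 and 30 µg/kg, with log2 fold changes of 2.72 (edgeR adjusted p = 0.00945) and 3.17 (0.000962). At 10 µg/kg its 5 libraries held 54.7, 109, 10.3, 115 and 50.5 CPM, against 4.19 to 16 CPM in vehicle. With the mean of the adipocyte genes in the model the change at 10 µg/kg was 2.88 ± 0.44 (edgeR adjusted p = 3.06e-05), so more fat tissue as such is argued against as the whole cause. The adipocyte list, 9 of whose 11 genes are in the fat set, had medians of -0.05 at 10 and 0.73 at 30 µg/kg, with Lipe alone called at 30 µg/kg. On the thermogenic list, 2 of 9 genes were called at 10 µg/kg, Ucp1 and Elovl3, and Dio2 as well at 30 µg/kg. The list shares 2 genes with the fat set. Cidea and Cox8b were not called at 10 µg/kg (0.52 and 0.69). A change in the activity of fat around the kidney may remain, and was not tested.

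Adrenal cortex genes were high in 2 libraries, replicate 1 at 0.03 µg/kg and replicate 4 at 1 µg/kg. Star was at 178 and 185 CPM in them and at most 14 CPM in the other libraries, and Cyp21a1 at 152 and 180 against at most 8.94 CPM. In a list of 13 further adrenal genes, none of which is in the set, these were the 2 highest of the 40 libraries for 9 genes, among them Chga at 49 and 55.6 CPM against at most 0.526 CPM elsewhere, and Th at 9.32 and 11.1 CPM against 0. This is consistent with adrenal tissue carried over with the kidney in both. In the edgeR test 0 adrenal cortex genes were called at either dose. The count of genes called at 1 µg/kg was 64 without that replicate 4.

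Immediate early genes were high in replicate 4 at 0.03 µg/kg, which held the highest value of the 40 libraries for 10 of 13 genes, with Egr1 at 169 CPM (median of all libraries 4.49), Fosb at 53.4 (0.324) and Fos at 35.2 (0.922). None was called at 0.03 µg/kg with edgeR, while DESeq2 called these 3. At 30 µg/kg, Klf4 and Zfp36 were called higher. No explanation was tested.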
